A study of Homo sapiens with 62 samples.

How the data were processed

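Messenger RNA was sequenced in 62 libraries from 5 human cell lines, in 16 groups. The groups were parental cells (WT), cells with an integrated TK cassette that kept the chromosome gain (TK+), and single-cell clones engineered by ReDACT, a set of genome-engineering methods that remove 1 extra copy of a chromosome arm. Per the labels, each loss clone was made by 1 of 3 versions of the method, named there NS, TR and CO. Per the labels' protocols, RNA was extracted with a Qiagen kit, selected with poly-T beads, fragmented and copied with random hexamers. The aligner, the counting program and whether the counting used the strand are not stated.

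The deposited tables hold raw, unnormalised counts per gene, 1 table per library, with Ensembl gene IDs, gene symbols and coordinates. The values were whole numbers whose sum differed between libraries, and 0 entries named no gene. Tables of A2058, AGS, HCT116 and MCF10A list 58735 genes with GRCh38 coordinates, 58724 of which have the same start and end in GENCODE 29. Tables of A2780 list 48162 genes with GRCh37 coordinates, of which 45342 have an ID in GENCODE 29 and 261 the same start and end. Gene names and positions were taken from the tables themselves, and positions of A2780 genes are given in GRCh37. The raw reads were not used here.

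Libraries were grouped by the line, genotype and hRASV12 status that the labels give. Each of the 8 loss groups was compared with the libraries of its own line that keep the gain, which were WT libraries, or WT and TK+ libraries together in AGS and A2780. Further comparisons were MCF10A hRas WT against MCF10A WT, A2780 TK+ against A2780 WT, and the interaction of 1q loss with hRas over the 20 MCF10A libraries. No library was left out. The groups, comparisons, tests, gene list, naming rule and all but 3 of the alternatives were chosen before the data were examined.

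Genes were filtered with filterByExpr of edgeR 4.0.16 at its defaults (minimum count 10, minimum total count 15), scaled by TMM and tested with the quasi-likelihood F-test (glmQLFit, glmQLFTest). Only the libraries of a comparison entered its fit. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested in that comparison, and a gene was called at an adjusted p under 0.05. Standard errors (SE) are the log2 fold change divided by the square root of F. The library was the unit of replication. Libraries of 1 clone are not independent, so fits with the libraries of each clone summed were run as an alternative, and values per clone are given. R was 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

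Arm shift was computed per library as the median, over tested genes on the targeted arm, of log2 depth-scaled counts (CPM of edgeR, TMM, prior count 2) minus the mean of the controls, minus the same median over all other autosomal arms. Groups were compared by the difference of means with a two-sided exact permutation test over libraries. Genes were assigned to arms by their midpoint relative to centromere positions given to 0.1 Mb for each build. The same shift was taken for every arm with at least 30 tested genes, and an arm outside the target was listed where every library of a clone lay past 0.2 in 1 direction and outside the range of the controls. Windows of 10 Mb with at least 10 tested genes were used along chromosomes.

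A list of 13 p53 target genes (AEN, BAX, CCNG1, CDKN1A, DDB2, FDXR, MDM2, RPS27L, RRM2B, SESN1, TNFRSF10B, XPC and ZMAT3) was summarised by its median log2 fold change and tested with camera of limma at a preset correlation of 0.01, with p adjusted over the 11 comparisons. RRM2B lies on 8q and was left out of the 8q comparisons. The list was also tested with fry and with camera at an estimated correlation. Recurrent genes were those outside 1q called in the same direction in at least 3 of the 5 1q-loss comparisons, counted against 1000 shuffles of gene labels within 10 groups of mean expression. A list of 10 genes of the melanocyte lineage (SOX10, MITF, PMEL, MLANA, TYR, TYRP1, DCT, SLC45A2, GPR143 and TRPM1) was written after values of several members had been seen.

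Named genes follow a rule. MDM4 and UCK2 are given for 1q loss, MYC for 8q loss, EGFR for 7p loss, HRAS for MCF10A, and CDKN1A and MDM2 throughout. Each comparison also names the protein-coding gene with the largest increase and the one with the largest decrease among called genes outside the targeted arm with a mean CPM of at least 1 and 1 direction in every clone. The last part names the 5 recurrent genes called in the most comparisons, ties ordered by their smallest absolute log2 fold change. Where every library of a group was at 3 counts or fewer, the fold was computed against 3 counts and is a lower bound.

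Alternatives were DESeq2 with its size factors and independent filtering, RLE size factors, TMM over genes outside the targeted arm, no filter, a mean CPM of at least 1, summed clones, the replicate number as a block, the clone number as a block for the interaction, subsets of the controls, clones of 1 ReDACT version, and leaving out each library and each clone. Replicate numbers were taken to pair libraries only in MCF10A 1q-loss. There, replicate 1 minus replicate 2 correlated across genes with that of WT at 0.352, 0.422, 0.506 and 0.199 in clones 1 to 4, which share the same 2 WT libraries. Arm shifts were recomputed with a 10% trimmed mean and over genes with a mean CPM of at least 10. The test for calling genes was tested on simulated data at 5 of the group sizes, with 200 genes changed by 1 log2 unit. The share of them called was 77.5% at 4 against 4 libraries with the dispersion of A2058, 3.5% at 4 against 2 with that of HCT116, 55.5% at 5 against 3 with that of AGS, 64% at 8 against 2 with that of MCF10A and 79% at 2 against 2 with that of MCF10A and MCF10A hRas. False calls were between 0% and 4.82% of the calls. Simulated libraries were drawn independently at the trended dispersion, with no difference between clones. These shares therefore leave out errors that arise because libraries of 1 clone are not independent. The arm shift was tested on simulated values and recovered -0.59 for a simulated -0.58.

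Depth ran from 15042068 to 30984036 counts per library. Among the 126 pairs of libraries of 1 group, the lowest chi-square per degree of freedom over genes with at least 20 counts was 3.634, so the spread between libraries exceeded counting error in every pair. Binomial intervals are not used, since errors are given as the spread between libraries, and counting error is only part of it.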

Results

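Gene expression was measured by RNA sequencing in 62 libraries from cell lines that carry a gained chromosome arm and from clones of them that lost the extra copy. A2058, a melanoma line, had 18 libraries of 19595543 to 28622197 counts, with 4 WT, 4 1q-loss (2 clones), 6 7p-loss (3 clones) and 4 8q-loss (2 clones) libraries. HCT116, a colorectal cancer line, had 6 libraries of 21373588 to 30984036 counts, with 2 WT and 4 8q-loss (2 clones) libraries. AGS, a gastric cancer line, had 8 libraries of 15042068 to 19414614 counts, with 1 WT library, 2 TK+ libraries and 5 1q-loss libraries of 5 clones. A2780, an ovarian cancer line, had 10 libraries of 19358338 to 23965475 counts, with 2 WT, 2 TK+ and 6 1q-loss (3 clones) libraries. MCF10A, a breast epithelial line, had 20 libraries of 15500424 to 29312644 counts, with 2 WT and 8 1q-loss (4 clones) libraries without, and the same numbers with, expression of hRASV12, an activated form of HRAS (called hRas here).

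The first question was whether expression along the targeted arm fell in the loss clones. A fall from 3 copies to 2 would give 66.7% of control, a log2 shift of -0.58, if expression followed copy number. In A2058 the 677 genes of 1q tested shifted by -0.47 (SD 0.027 over 4 loss libraries, 72.1% of control; exact permutation p = 0.0286), and the alternative that moved this most, leaving out clone 1, gave -0.45. The 252 genes of 7p shifted by -0.51 (SD 0.048 over 6 libraries, 70.4%; exact permutation p = 0.0095). For the 342 genes of 8q the shift was -0.54 (SD 0.044 over 4 libraries, 68.8%; exact permutation p = 0.0286). The 328 genes of 8q in HCT116 shifted by -0.60 (SD 0.075 over 4 loss libraries, 65.8%), with WT libraries at -0.12 and 0.12. That design cannot reach p under 0.05 (smallest exact p 0.133) and was not tested, and without WT replicate 2 the shift was -0.50.

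Loss of 1q shifted the 659 tested genes of the arm by -0.55 in AGS (SD 0.016 over 5 libraries, 68.4%; exact permutation p = 0.0357). In A2780 the 647 genes shifted by -0.46 (SD 0.082 over 6 libraries, 72.5%; exact permutation p = 0.0095). The shift over 710 genes was -0.51 in MCF10A (SD 0.031 over 8 libraries, 70.0%; exact permutation p = 0.0444) and over 720 genes -0.42 in MCF10A hRas (SD 0.077 over 8 libraries, 75.0%; exact permutation p = 0.0444). Each of these p-values is the smallest that its two-sided test can give, and every loss library lay below every control library of its line. Libraries of a clone are not independent, so the tests over libraries overstate the number of independent units. Shifts per clone ran from -0.30 (81.5% of control) in MCF10A hRas clone 3 to -0.66 (63.2%) in HCT116 clone 2, and A2780 clone 6 was at -0.37 (77.3%). Against WT, the TK+ libraries stood at -0.030 and -0.021 on 1q in A2780 and at 0.026 and -0.029 in AGS.

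**Figure D1:**
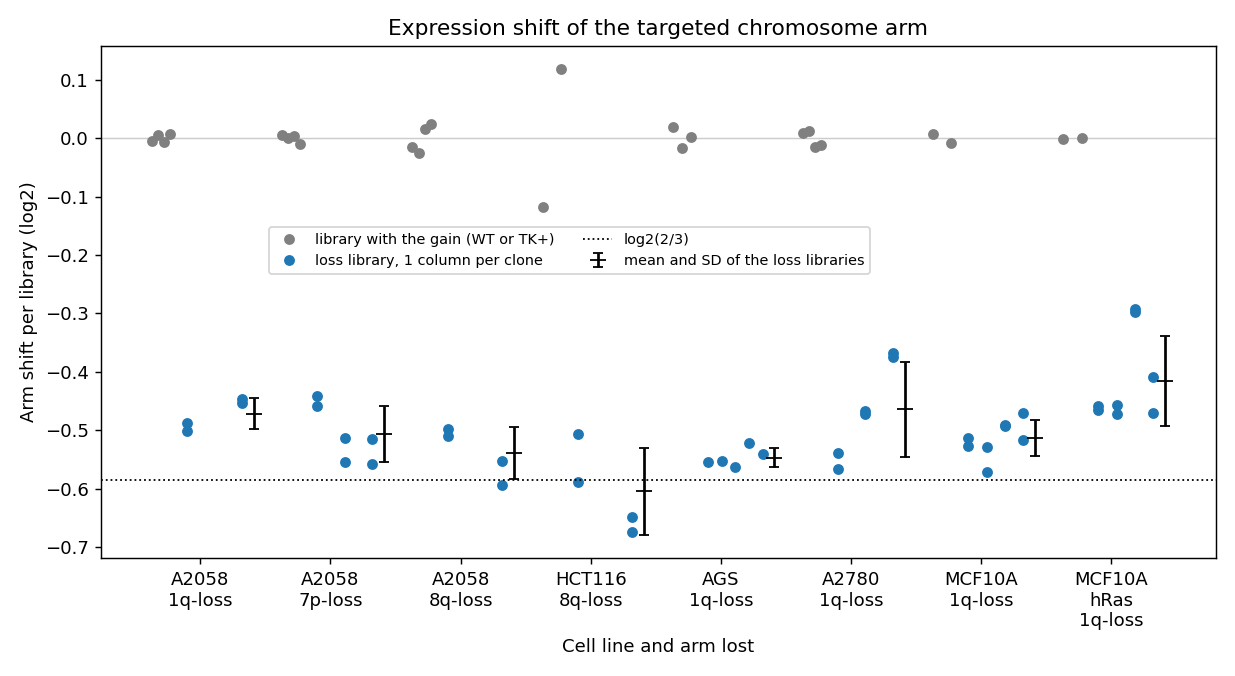
Arm shift per library (y axis, log2) for each loss comparison, with control libraries in grey, loss libraries in blue (1 column per clone), the mean and SD in black and the log2 of 2 over 3 as a dotted line. Every loss library lies below every control library of its line, and clone 3 of MCF10A hRas and clone 6 of A2780 lie closest to 0 among the clones of the 1q comparisons.

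Along chromosome 1, the window from 150 to 160 Mb shifted by -0.30 (MCF10A hRas clone 3) to -0.60 (AGS clone 4 and A2058 clone 1) in the 1q-loss clones. The window from 140 to 150 Mb was less even, with shifts of 0.04, -0.44, 0.01 and 0.11 in MCF10A clones 1 to 4 and of 0.09, -0.18, 0.20 and 0.44 in MCF10A hRas clones 1 to 4. In AGS this window stood at -0.05 in clone 11, the only AGS clone made by the CO version, and at -0.40 to -0.72 in the other clones. With 1 clone of that version in AGS, the clone and the version cannot be separated. Outside the targeted arms, 21 of the 1000 pairs of a clone and an arm were past 0.2, and 15 were past 0.3. AGS held 10 of the 21, with 11p at 0.41 and 0.46, 11q at 0.42 and 0.57 and 13q at -0.40 and -0.37 in clones 1 and 4, and 8p at -0.62 in clone 4. The AGS control libraries themselves ran from -0.32 to 0.23 on 13q. Arm 19q stood at 0.45 in MCF10A clone 4 and at 0.59 in MCF10A hRas clone 4, and 17p at -0.53 in A2058 7p-loss clone 1. Each AGS clone has 1 library, so its values have no replicate. The chi-square per degree of freedom was 7.056 between AGS loss clones 6 and 7 and 19.371 between clones 1 and 4. In the other pairs of AGS loss clones it was 37.644 to 86.041. A shared origin of these clones was not tested, so tests over AGS libraries may also overstate the number of independent units.

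**Figure D2:**
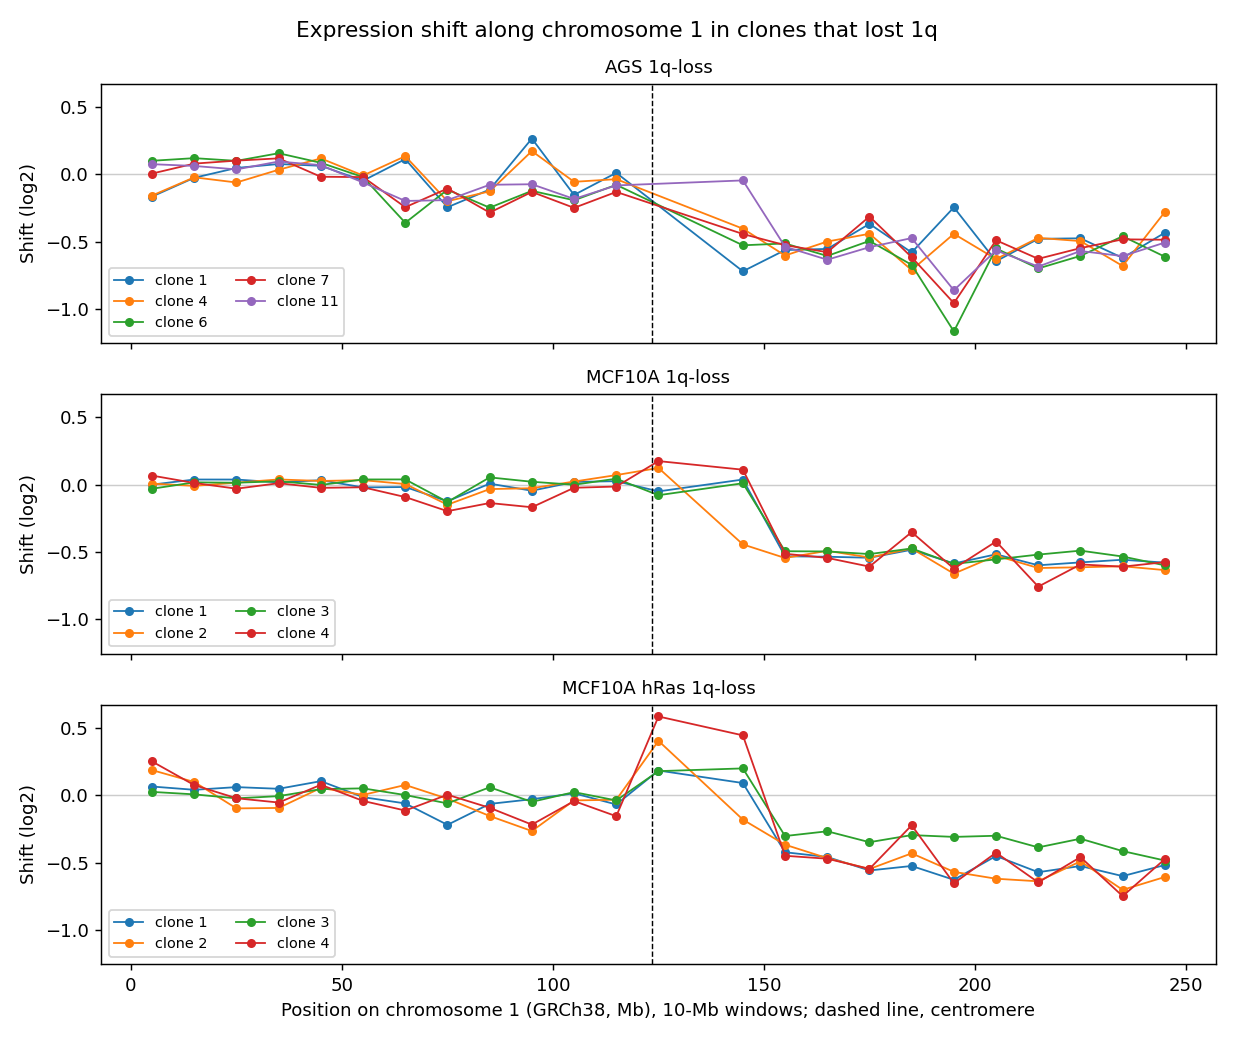
Shift relative to the controls (y axis, log2) in 10-Mb windows along chromosome 1 (x axis, Mb, GRCh38) for the 1q-loss clones of AGS, MCF10A and MCF10A hRas, 1 line per clone, with the centromere dashed. The lines fall on 1q, and in MCF10A and MCF10A hRas most clones are near or above 0 in the window from 140 to 150 Mb.

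The next question was which genes changed with the loss. In A2058 1q-loss, 7638 of 15387 tested genes were called, 3898 higher and 3740 lower, of which 471 were among the 677 on 1q (67 higher, 404 lower) and 7167 outside it. With the libraries of each clone summed, the largest of the changes among fits that did not use the replicate number, 6440 genes were called. MDM4 (ENSG00000198625, chromosome 1, 204516379 to 204558120, GRCh38), which encodes an inhibitor of p53, went from 30.1 ± 1.07 to 19.1 ± 0.837 CPM (SD, n = 4 and 4; log2 fold change -0.65, SE 0.075, adjusted p = 4.48e-05 by edgeR, lower in 2 of 2 clones). UCK2 (ENSG00000143179, chromosome 1, 165827531 to 165911618) had a log2 fold change of -0.46 (SE 0.055, adjusted p = 5.54e-05, lower in both clones). The gene overlaps TMCO1, as MDM2 overlaps CPM, and reads of the overlap cannot be assigned without knowing how strands were counted. CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339) rose from 17.4 ± 7.40 to 75.1 ± 27.8 CPM (log2 fold change 2.10, SE 0.317, adjusted p = 0.000298, higher in both clones), and MDM2 had a log2 fold change of -0.39 (SE 0.073, adjusted p = 0.0013, lower in both clones). FPR2 (ENSG00000171049, chromosome 19, 51752026 to 51770526) overlaps FPR1 and had 0 counts in every WT library and 1085 to 3182 in the loss libraries, at least 572.1-fold higher. UTS2 (ENSG00000049247, chromosome 1, 7843083 to 7853512), which overlaps PER3, had 369 to 724 counts in WT and 0 in every loss library, at least 167.9-fold lower.

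For A2058 7p-loss, 139 of 15305 genes were called, 16 higher and 123 lower, with 70 of the 252 on 7p, all lower, and 69 elsewhere. Without clone 1 the count was 898, without clone 3 it was 90, and without each WT library in turn it was 71 to 81. DESeq2 called 448 genes, 39.5% of them higher against 11.5% here. EGFR (ENSG00000146648, chromosome 7, 55019021 to 55211628, GRCh38) had 0 to 2 counts in the loss libraries and 0 in WT and was not tested. CDKN1A changed by 0.44 (SE 0.279, adjusted p = 0.537, higher in 3 of 3 clones), a change that was not called, and MDM2 by 0.14 (adjusted p = 0.5, higher in 2 of 3 clones). MAGEA10 (ENSG00000124260, chromosome X, 152133310 to 152138578) rose from 4.34 ± 0.476 to 26.2 ± 8.95 CPM (SD, n = 4 and 6; log2 fold change 2.59, SE 0.268, adjusted p = 0.00092 by edgeR, higher in 3 of 3 clones), with an adjusted p of 0.0716 with WT replicates 1 and 2 only and a range of 1.29e-20 to 0.179 over all alternatives. It belongs to a family of similar genes and overlaps the readthrough gene MAGEA10-MAGEA5, so its reads are uncertain. SLC38A1 (ENSG00000111371, chromosome 12, 46183063 to 46270017) fell from 50.3 ± 8.93 to 0.567 ± 0.610 CPM (log2 fold change -6.47, SE 0.624, adjusted p = 0.00073, in a range of 4.6e-11 to 0.0718 over the alternatives, lower in 3 of 3 clones).

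A2058 8q-loss gave 308 called genes of 15141, 82 higher and 226 lower, with 131 of the 342 on 8q, all lower, and 177 elsewhere. The count was 557 without clone 1 and 783 without clone 2, and 132, 119 and 197 without WT replicates 1, 2 and 3. DESeq2 called 666, 39.6% of them higher against 26.6% here. MYC (ENSG00000136997, chromosome 8, 127735434 to 127741434, GRCh38) fell from 40.1 ± 2.73 to 22.2 ± 2.29 CPM (SD, n = 4 and 4; log2 fold change -0.85, SE 0.099, adjusted p = 0.00275 by edgeR, lower in 2 of 2 clones). CDKN1A changed by 0.74 (SE 0.306, adjusted p = 0.33) and MDM2 by 0.17 (SE 0.118, adjusted p = 0.602), both higher in each clone and neither called. ZNF518B (ENSG00000178163, chromosome 4, 10439874 to 10457410) had 68 to 130 counts in WT and 0 to 1 in loss libraries, at least 29.6-fold lower. KCNE1B (ENSG00000276289, chromosome 21, 7816675 to 7829926) had a log2 fold change of 2.38 (SE 0.445, adjusted p = 0.0254, higher in both clones), from 3 to 13 counts in WT, and is a near copy of KCNE1, so its reads are uncertain. Its call was lost without WT replicate 1 (adjusted p = 0.0973), WT replicate 2 (0.0777), clone 1 replicate 2 (0.0531), clone 2 replicate 1 (0.0567) or clone 2 (0.0556), within a range of 5.21e-05 to 0.288 over all alternatives, and with WT replicates 3 and 4 only that of MYC was 0.127, in a range of 5.29e-11 to 0.127.

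In HCT116 8q-loss, 22 of 15659 genes were called, 4 higher and 18 lower. On 8q 0 of the 328 genes were called, while 79 had an unadjusted p under 0.05, 78 of them lower, and 87.5% of the 328 had a log2 fold change below 0. The count was 0 without clone 1 replicate 2 (829 at an unadjusted p under 0.05), 47 without clone 1 and 117 without clone 2. DESeq2 called 43 genes higher and 73 lower (37.1% higher against 18.2% here). CDKN1A fell from 604 ± 146 to 63.0 ± 29.5 CPM (SD, n = 2 and 4; log2 fold change -3.26, SE 0.385, adjusted p = 0.00605 by edgeR, lower in 2 of 2 clones), and without clone 1 replicate 2 the adjusted p was 0.121, within a range of 7.92e-24 to 0.121. MDM2 changed by -0.65 (SE 0.471, adjusted p = 1) and MYC by -0.32 (SE 0.248, adjusted p = 1), both lower in each clone and neither called. GALNT5 (ENSG00000136542, chromosome 2, 157257598 to 157314211, GRCh38) had 0 counts in WT and 99 to 238 in loss libraries, at least 48.2-fold higher. MLPH (ENSG00000115648, chromosome 2, 237485428 to 237555318) had 88 to 112 counts in WT and 0 in loss libraries, at least 37-fold lower. Without clone 1 replicate 2 neither was called (adjusted p = 0.0927 and 0.121).

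AGS 1q-loss gave 1131 called genes of 14988, 506 higher and 625 lower, with 222 of the 659 on 1q (10 higher, 212 lower) and 909 elsewhere. The count was 97 without TK+ clone 2, 246 without TK+ clone 1, 167 without the WT library, 673, 657 and 531 without loss clones 1, 6 and 7, and 1773 without clone 11. MDM4 fell from 94.8 ± 8.87 to 56.6 ± 8.71 CPM (SD, n = 3 and 5; log2 fold change -0.74, SE 0.140, adjusted p = 0.0194 by edgeR, lower in 5 of 5 clones), and UCK2 changed by -0.46 (SE 0.097, adjusted p = 0.0271, lower in 5 of 5). Leaving out 1 control library at a time (TK+ clone 1, TK+ clone 2 or WT) gave adjusted p-values of 0.0632 to 0.0928 for MDM4 and 0.079 to 0.116 for UCK2. UCK2 was not called without clone 1 (0.0554) or clone 7 (0.0569) either. CDKN1A changed by -0.25 (SE 0.163, adjusted p = 0.377, lower in 5 of 5 clones) and MDM2 by 0.47 (SE 0.124, adjusted p = 0.0504, higher in 5 of 5). Over the alternatives the adjusted p of MDM2 ran from 0.00728 to 0.164, so its call depends on the fit. GZMB (ENSG00000100453, chromosome 14, 24630954 to 24634267, GRCh38) rose from 0.143 ± 0.106 to 13.3 ± 7.70 CPM (log2 fold change 6.52, SE 1.083, adjusted p = 0.014, higher in 5 of 5 clones), with 14 counts in clone 11 and 216 to 385 in the others. REG4 (ENSG00000134193, chromosome 1, 119794018 to 119811660, on 1p) fell from 30.4 ± 41.2 to 0.618 ± 0.707 CPM (log2 fold change -5.62, SE 1.136, adjusted p = 0.0234, lower in 5 of 5). Without TK+ clone 1 and TK+ clone 2 the adjusted p was 0.0542 and 0.0755 for GZMB and 0.118 and 0.0597 for REG4, and without the WT library it was 0.0728 for GZMB.

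For A2780 1q-loss, 1780 of 15044 genes were called, 895 higher and 885 lower, with 335 of the 647 on 1q (20 higher, 315 lower) and 1445 elsewhere. The count was 983 without either WT library and 1139 without TK+ replicate 2. UCK2 (chromosome 1, 165796768 to 165880855, GRCh37) fell from 214 ± 11.4 to 135 ± 16.6 CPM (SD, n = 4 and 6; log2 fold change -0.66, SE 0.089, adjusted p = 0.00109 by edgeR, lower in 3 of 3 clones). MDM4 changed by -0.56 (SE 0.133, adjusted p = 0.0215, lower in 3 of 3), and without WT replicate 1, WT replicate 2 or TK+ replicate 2 the adjusted p was 0.0597, 0.0514 or 0.0652, in a range of 0.00151 to 0.121 over all alternatives. CDKN1A (chromosome 6, 36644305 to 36655116, GRCh37) rose from 27.4 ± 6.23 to 92.6 ± 51.6 CPM (log2 fold change 1.76, SE 0.390, adjusted p = 0.0152, higher in 3 of 3), with an adjusted p of 0.0516 without TK+ replicate 2 and a range of 0.00089 to 0.127 over all alternatives. MDM2 changed by 0.41 (SE 0.069, adjusted p = 0.00376, higher in 3 of 3). DNAJC15 (ENSG00000120675, chromosome 13, 43597339 to 43683045, GRCh37) had 149 to 289 counts in controls and 0 to 3 in loss libraries, at least 71.0-fold lower. FUT9 (ENSG00000172461, chromosome 6, 96463860 to 96653420, GRCh37) had 0 counts in controls and 2 to 137 in loss libraries, at least 16.5-fold higher on average. It was called at an adjusted p of 0.0493, and without any 1 of the 4 control libraries the adjusted p was 0.0859 to 0.0978, in a range of 7.78e-05 to 0.182 over all alternatives.

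The A2780 TK+ libraries, which keep the gain, were compared with WT to measure the effect of the cassette and of the cloning. This gave 1669 called genes of 14888, 768 higher and 901 lower. CDKN1A changed by -0.55 (SE 0.110, adjusted p = 0.00538 by edgeR, lower in 2 of 2 libraries) and MDM2 by -0.074 (SE 0.078, adjusted p = 0.682). PNOC (ENSG00000168081, chromosome 8, 28174503 to 28200872, GRCh37) had 0 counts in WT and 65 to 72 in TK+, at least 22-fold higher, and FGL1 (ENSG00000104760, chromosome 8, 17721889 to 17767874) had 79 to 107 counts in WT and 0 in TK+, at least 32.0-fold lower. The labels name no clone for these libraries, so the effect of the cassette and that of picking 1 clone cannot be separated.

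In MCF10A 1q-loss, 319 of 15666 genes were called, 47 higher and 272 lower, with 246 of the 710 on 1q, all lower, and 73 elsewhere. This fit did not use the replicate number, although the numbers were taken to pair libraries in this comparison. DESeq2 called 546, 36.3% of them higher against 14.7% here. MDM4 fell from 29 ± 0.370 to 17.7 ± 2.28 CPM (SD, n = 2 and 8; log2 fold change -0.71, SE 0.136, adjusted p = 0.0123 by edgeR, lower in 4 of 4 clones), and UCK2 changed by -0.70 (SE 0.103, adjusted p = 0.00251, lower in 4 of 4). CDKN1A changed by 1.02 (SE 0.347, adjusted p = 0.222, higher in 4 of 4), which was not called except without clone 1 (adjusted p = 0.0254) and with no filter, within a range of 0.0254 to 0.362. MDM2 changed by 0.13 (SE 0.181, adjusted p = 0.835, higher in 3 of 4) and HRAS by -0.009 (SE 0.092, adjusted p = 0.982). GPAT2 (ENSG00000186281, chromosome 2, 96021946 to 96039451, GRCh38) had 603 and 604 counts in WT and 0 to 2 in loss libraries, at least 169.6-fold lower. It has near-identical pseudogenes and overlaps FAHD2CP, so its reads are uncertain. COL5A3 (ENSG00000080573, chromosome 19, 9959561 to 10010471) rose from 1.52 ± 0.274 to 5.0 ± 1.88 CPM (log2 fold change 1.71, SE 0.404, adjusted p = 0.0459, higher in 4 of 4), with adjusted p-values of 0.000268 to 0.073 over all alternatives. Leaving out clone 1 gave 0.073, leaving out clone 2 gave 0.0636, and leaving out clone 1 replicate 1, clone 1 replicate 2, clone 2 replicate 2, clone 3 replicate 2 or clone 4 replicate 2 gave 0.0524 to 0.0727. With the replicate number as a block it was 0.0615.

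MCF10A hRas 1q-loss gave 34 called genes of 15851, 4 higher and 30 lower, with 25 of the 720 on 1q, all lower, and 9 elsewhere, while 2262 genes had an unadjusted p under 0.05. The count was 2 without clone 1, 7 without clone 2, 60 without clone 3, 8 without clone 4, and 6 to 21 without any 1 of the 8 loss libraries (lowest without clone 1 replicate 1, highest without clone 3 replicate 1). DESeq2 called 361 genes, 51% of them higher against 11.8% here, over 28825 genes whose median log2 fold change was 0.16. MDM4 changed by -0.67 (SE 0.122, adjusted p = 0.0645 by edgeR, lower in 4 of 4 clones), UCK2 by -0.75 (SE 0.196, adjusted p = 0.167, lower in 4 of 4) and CDKN1A by 1.25 (SE 0.342, adjusted p = 0.188, higher in 4 of 4), and these were called by DESeq2 alone, over ranges that reached from 0.000879, 0.0406 and 0.00938 to 0.499. HRAS changed by 0.42 (SE 0.389, adjusted p = 0.615, higher in 2 of 4) and MDM2 by 0.16 (SE 0.182, adjusted p = 0.685, higher in 3 of 4). GPAT2 changed by -8.19 (SE 0.695, adjusted p = 0.00228, in a range of 0.000329 to 0.158 over the alternatives, the highest with summed clones, lower in 4 of 4), with 276 and 303 counts in hRas WT and 0 to 4 in loss libraries. PRSS3 (ENSG00000010438, chromosome 9, 33750466 to 33799231, GRCh38), which has close paralogs, changed by 0.99 (SE 0.147, adjusted p = 0.0335, higher in 4 of 4), and adjusted p-values ran from 2.86e-06 to 0.499 over the alternatives. Without clone 1 its adjusted p was 0.055, without clone 2 0.0604, without clone 3 0.0568 and without clone 4 0.0563.

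Expression of hRas alone was compared between the WT groups. It gave 237 called genes of 14646, 103 higher and 134 lower. HRAS (ENSG00000174775, chromosome 11, 532242 to 537287, GRCh38) rose from 87.8 ± 1.22 to 177 ± 3.55 CPM (SD, n = 2 and 2; log2 fold change 1.01, SE 0.073, adjusted p = 1.63e-05 by edgeR, higher in 2 of 2 libraries), CDKN1A changed by 0.080 (SE 0.097, adjusted p = 0.78, higher in both) and MDM2 by -0.068 (SE 0.099, adjusted p = 0.826). SRGN (ENSG00000122862, chromosome 10, 69088106 to 69104811) had 0 counts in WT and 488 and 496 in hRas WT, at least 193.2-fold higher. ARTN (ENSG00000117407, chromosome 1, 43933320 to 43937241) changed by -3.02 (SE 0.567, adjusted p = 0.0183, lower in both), from 68 and 79 counts to 2 and 13. The interaction asked whether the effect of 1q loss differs with hRas. The fit had no block for the clone number, and of 16492 genes 0 were called. Of these genes 366 had an unadjusted p under 0.05, and the smallest adjusted p was 0.999. With no effect, chance would put about 825 genes under 0.05 unadjusted. This fit was thus conservative, and its lack of calls does not exclude an interaction. HRAS also varied among the hRas loss libraries, at 231 ± 99.4 CPM, against 173 ± 3.54 in hRas WT (SD, n = 8 and 2). The coefficients of the interaction were 0.23 for CDKN1A (SE 0.488), 0.022 for MDM2 (SE 0.272) and 0.42 for HRAS (SE 0.407). With the clone number as a block, an alternative chosen after seeing the data, 1 gene was called and 1278 had an unadjusted p under 0.05.

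**Figure D3:**
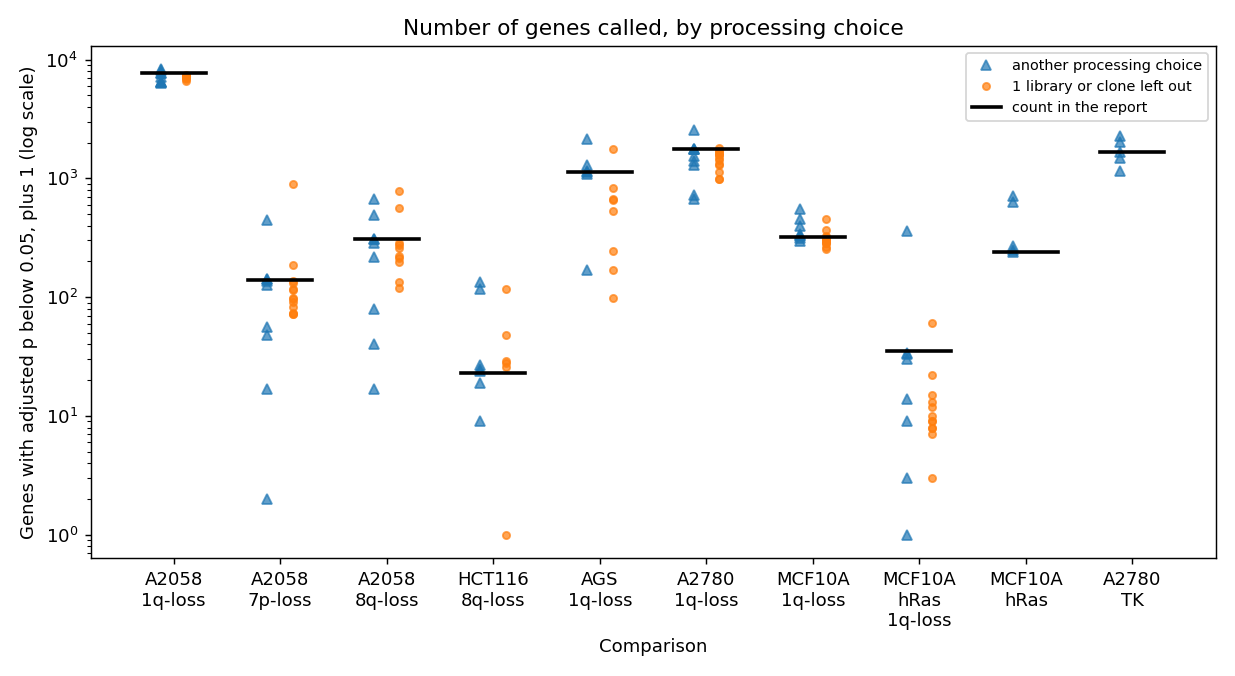
Number of genes called plus 1 (y axis, log scale) per comparison. Bars are the counts given in the text, triangles other processing choices and circles fits without 1 library or clone; A2058 1q-loss stays between 6315 and 8288 while most other counts spread widely.

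The list of 13 p53 targets was examined because the study is known to have asked whether gain of 1q lowers p53 activity. In A2058 1q-loss its median log2 fold change was -0.12 (5 of 13 genes higher, camera adjusted p = 0.719), and the alternative that moved it most, WT replicates 3 and 4 only, gave -0.24. Of the genes, 7 were called when adjusted over the list alone and 7 over all genes tested, 2 of them higher. The median was 0.099 in AGS 1q-loss (8 of 13 higher, camera adjusted p = 0.295), with 1 gene called when adjusted over the list alone and 0 over all genes (4 at an unadjusted p under 0.05). Without the AGS WT library it was 0.23 (adjusted p = 0.0461, in a range of 0.0461 to 0.858) and without TK+ clone 1 it was -0.054. In A2780 1q-loss the median was 0.61 (12 of 13 higher, camera adjusted p = 3.06e-16), with 12 genes called when adjusted over the list alone and 11 over all genes, all higher. It was 0.31 in MCF10A 1q-loss (13 of 13 higher, camera adjusted p = 0.000555) and 0.38 in MCF10A hRas 1q-loss (12 of 13 higher, camera adjusted p = 0.000167). By library, clone 1 was at 0.026 and -0.031 in MCF10A, inside its WT libraries at 0.091 and -0.091, and at -0.028 and 0.085 with hRas, against 0.22 to 0.49 and 0.29 to 0.74 in clones 2 to 4. When adjusted over the list alone 4 and 2 genes were called in these, and over all genes tested 0 and 0 (4 and 6 at an unadjusted p under 0.05). Without clone 4, made by the CO version, the MCF10A median was 0.16 (camera adjusted p = 0.00501).

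In the 7p and 8q comparisons the list had a median of 0.12 in A2058 7p-loss (10 of 13 higher, camera adjusted p = 0.294), 0.020 in A2058 8q-loss (6 of 12 higher, camera adjusted p = 0.719) and -0.89 in HCT116 8q-loss (0 of 12 higher, camera adjusted p = 3.06e-16). In HCT116 7 genes were called when adjusted over the list alone and 2 over all genes, all lower, and in both A2058 comparisons 0 and 0 were (1 and 2 at an unadjusted p under 0.05). It was -0.019 for hRas (6 of 13 higher, camera adjusted p = 0.858), with 0 genes called in both ways (3 at an unadjusted p under 0.05). In A2780 TK+ it was -0.074 (4 of 13 higher, camera adjusted p = 0.493), with 2 genes called in both ways, each lower. For the interaction it was 0.12 (10 of 13 higher, camera adjusted p = 0.295), with 0 genes called in both ways and 0 at an unadjusted p under 0.05. Of the 4 comparisons past 0.05 by camera, A2780 1q-loss and HCT116 8q-loss held under fry (adjusted p = 4.09e-05 and 8.62e-05) and under an estimated correlation (0.00494 in each). MCF10A and MCF10A hRas 1q-loss did not, with 0.198 and 0.168 under fry and 0.444 in each under an estimated correlation.

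**Figure D4:**
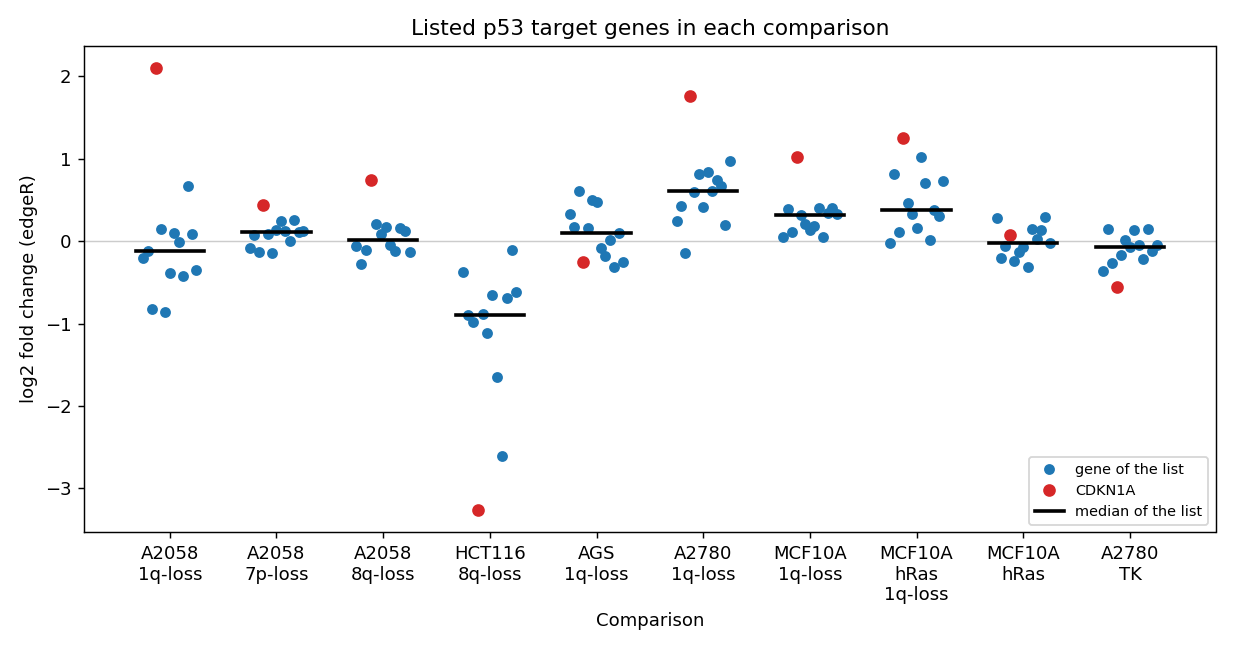
Log2 fold change (y axis) of each gene of the p53 target list in each comparison, with CDKN1A in red and the median as a bar; the interaction is not drawn. All 12 genes drawn for HCT116 8q-loss are below 0, and 12 of 13 in A2780 1q-loss and all 13 in MCF10A 1q-loss are above 0.

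To ask whether the lines share a response to losing 1q, genes outside 1q called in the same direction in at least 3 of the 5 1q-loss comparisons were counted. There were 27 (17 higher, 10 lower) of 10797 genes tested in all 5, against a mean of 8.6 and a range of 1 to 19 over 1000 shuffles (one-sided permutation p = 0.001, the smallest possible). The alternative that moved this most, leaving A2058 out and chosen after seeing the data, gave 1 gene in at least 3 of 4 comparisons against a mean of 0.1 over shuffles (one-sided permutation p = 0.073). Genes are not independent of each other, which the shuffles ignore. HMGN5 (ENSG00000198157, chromosome X, 81113701 to 81201942, GRCh38) was called lower in 4 comparisons, with log2 fold changes of -0.94 in A2058, -1.50 in A2780, -1.46 in MCF10A and -1.45 in MCF10A hRas, and was not called in AGS (-0.18). In A2058 its adjusted p ran from 0.00169 to 0.112 over the alternatives, the highest with WT replicates 3 and 4 only. In MCF10A hRas its adjusted p was 0.0491, in a range of 7.54e-05 to 0.499 over the alternatives, and without clones 1, 2 or 4 it was 0.0741, 0.0982 or 0.0753. Without any 1 of the 8 loss libraries it was 0.0558 to 0.0979. Called in A2058, AGS and A2780 were IGFBP6 (ENSG00000167779, log2 fold changes 2.49, 2.12 and 2.02), INPP5D (ENSG00000168918, 4.00, 1.73 and 1.54), GLIPR2 (ENSG00000122694, 0.94, 1.35 and 1.07) and BMF (ENSG00000104081, -0.91, -1.29 and -1.16). In AGS the calls of IGFBP6, INPP5D and GLIPR2 were lost without TK+ clone 1 (adjusted p = 0.142, 0.0735 and 0.0508), without TK+ clone 2 (0.164, 0.101 and 0.0717) and without the WT library (0.0596, 0.0548 and 0.0709). That of IGFBP6 was also lost without clone 4 (0.0515), clone 6 (0.0717) or clone 7 (0.0756), and in A2780 its adjusted p ran from 0.000175 to 0.101, the highest against WT only. BMF had 4 to 11 counts in the A2780 loss libraries and was not called there without WT replicate 1 (0.0698), WT replicate 2 (0.0631), TK+ replicate 2 (0.0572) or clone 6 (0.0573), nor in A2058 without clone 1 replicate 2 (0.0516) or clone 2 (0.0868), over ranges of 0.0199 to 0.196 in A2780 and 0.00938 to 0.113 in A2058.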

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

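Of the tests in this part, those for GZMB, for BMF and for the size of the MDM4 decrease were chosen only after the result was seen, and those on between-line differences were chosen after the differences had been seen.

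GZMB in AGS 1q-loss had 1 library far from the others. Clone 11 stood at 0.072 on the log2 CPM scale, with 14 counts against 216 to 385 in the other loss libraries and 1 to 4 in the controls. At the level of the other loss libraries its depth gives 247.2 counts, which argues against depth. Clone 11 is also the only AGS loss clone made by the CO version, with 1 library, so clone and version cannot be separated, and a biological difference between the clones was not tested. BMF in A2780 1q-loss had a low library, clone 2 replicate 1, at -1.904, with 4 counts against 8 to 11. At a level of 9.47 counts from the other libraries, the Poisson probability that the lowest of the 6 libraries has so few is 0.223, so counting noise may be enough. For this library alone the probability is 0.0411, and the test was changed to the lowest of the group after that value had been seen. These were 2 of 82 groups of libraries tested for such a library, and chance gives about 4.1. Groups with every library at 3 counts or fewer were left out after the test had picked genes at that floor, and with them it was 4 of 86.

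The p53 list differed between lines losing 1q, by two-sided exact permutation of libraries over 11 pairs of lines, 5 of them past 0.05 after adjustment. The difference was -0.734 for A2058 minus A2780 (adjusted p = 0.021), where every A2058 loss library was below 0 and every A2780 loss library above it. It was -0.385 for A2058 minus MCF10A (0.0119), -0.509 for A2058 minus MCF10A hRas (0.0119), -0.556 for AGS minus A2780 (0.0119) and 0.349 for A2780 minus MCF10A (0.00733). Libraries of a clone are not independent, and the error of the control libraries, which all loss libraries of a line share, is not in the test. The adjusted p-values are therefore too small by an unknown amount. With RLE size factors the A2780 median exceeded that of A2058 by 0.727, but these factors changed the number of genes called only from 7638 to 7642 in A2058 and from 1780 to 1775 in A2780, so this cannot tell whether the normalization plays a part. The line with the highest list, A2780, had an MDM4 log2 fold change of -0.555 (SE 0.133), against -0.743 (SE 0.140) to -0.654 (SE 0.075) in the other lines. These were not tested against each other, and the size of the MDM4 decrease is left open as what orders the lines. A difference between the cell lines in how p53 responds stays open and was not tested. The 8q pair, A2058 minus HCT116, differed by 0.969 (exact p = 0.0286, the smallest possible, adjusted p = 0.0513) and was not past the threshold.

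The arm shift differed between lines in 2 of 11 pairs by the same test, with the same limits. The tests between lines were changed to doubling the smaller tail after the values had been seen. Before that change A2058 minus AGS was past the threshold on the arm shift, and no other pair changed sides. AGS minus MCF10A hRas was -0.131 (adjusted p = 0.00855) and MCF10A minus MCF10A hRas -0.098 (0.00513). A2058 minus AGS was 0.075 (adjusted p = 0.0582), not past the threshold, and 0.081 over genes with a mean CPM of at least 10. Over the same genes AGS minus MCF10A hRas was -0.112, which argues against genes with low counts. With clone 3 left out on the hRas side only, MCF10A minus MCF10A hRas was -0.058 with an exact permutation p of 0.002. Both tests of this pair took libraries as independent and unmatched, while clones may match by number, so their p-values do not measure the spread between clones. Clones 1, 2 and 4 stood at -0.52, -0.55 and -0.49 without hRas and at -0.46, -0.46 and -0.44 with it. The direction was thus not that of clone 3 alone, and its size was not tested by clone. The hRas WT group, the control of all hRas loss libraries, has 2 libraries, and a difference between cell lines or with hRas was not tested apart from it.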

How the results depend on the processing

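Of 125 alternative values of the arm shift, 40 could be tested, and these 40 kept their direction and their side of the threshold. The other 85 were values without a test, mostly since too few libraries were left to reach p under 0.05, and 84 of them moved by less than the SD of the loss libraries. The exception was HCT116 8q-loss, which ran from -0.6769 to -0.5003 across the fits that each left out 1 library or clone, the last without WT replicate 2. Of the 190 alternatives for the counts of genes called, 127 were within 1.5 times the count in the report. Of the 190 for the p53 list 177 kept their direction and call.

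With DESeq2, which tests every gene with a count, the counts were 448 (139 in the report) for A2058 7p-loss, 666 (308) for A2058 8q-loss, about 1.2e+02, the sum of 43 higher and 73 lower, (22) for HCT116, 2126 (1131) for AGS, 546 (319) for MCF10A, 361 (34) for MCF10A hRas 1q-loss and 1 (0, 539 at an unadjusted p under 0.05) for the interaction. The DESeq2 call shared 32 of the 34 genes of MCF10A hRas 1q-loss. Without a filter they were 487 for A2058 8q-loss, 133 for HCT116 (33.1% higher), 13 for MCF10A hRas 1q-loss and 633 (237) for hRas. The median of all genes moved by more than 0.1 only in MCF10A hRas 1q-loss, to 0.156 with DESeq2 and 0.154 with no filter, where 28825 genes were tested. With the libraries of a clone summed, which leaves fewer samples, they were 55 for A2058 7p-loss, 725 (1780) for A2780 and 0 for MCF10A hRas 1q-loss (1632 at an unadjusted p under 0.05). With WT replicates 1 and 2 only they were 16 for 7p-loss and 79 for 8q-loss, and with WT replicates 3 and 4 only 47 and 16. With TK+ libraries only they were 167 for AGS and 667 for A2780, and with TR clones only 8 for MCF10A hRas 1q-loss. Where no sample was removed, the cause was not tested.

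Fits that each left out 1 library or clone gave 6601 to 7338 genes for A2058 1q-loss, 71 to 898 for A2058 7p-loss, 119 to 783 for A2058 8q-loss, 0 to 117 for HCT116, 97 to 1773 for AGS, 983 to 1800 for A2780, 254 to 452 for MCF10A, 2 to 60 for MCF10A hRas 1q-loss and 0 for the interaction (281 to 957 at an unadjusted p under 0.05). The lowest and highest are without WT replicate 3 (71) and clone 1 (898) for 7p-loss, WT replicate 2 (119) and clone 2 (783) for 8q-loss, clone 1 replicate 2 (0, 829 at an unadjusted p under 0.05) and clone 2 (117) for HCT116, TK+ clone 2 (97) and clone 11 (1773) for AGS, either WT library (983) for A2780, and clone 1 (2) and clone 3 (60) for MCF10A hRas 1q-loss. Recurrent genes numbered 1 when at least 4 of 5 comparisons were required, 11 with summed clones and 1 with A2058 left out, the last chosen after seeing the data. So was the clone number as a block for the interaction, with 1 gene called (1278 at an unadjusted p under 0.05) and a p53 list of 0.130 (adjusted p = 0.0706, in a range of 0.0119 to 0.958). The gene, ROS1 (ENSG00000047936), named after its value was seen, had a log2 value of 2.17 (SE 0.258, adjusted p = 0.0018, higher in 4 of 4 clones), against 2.46 (adjusted p = 0.999) without the block.

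For the p53 list, fry gave an adjusted p of 0.198 for MCF10A (median 0.314) and 0.168 for MCF10A hRas 1q-loss (0.376). With TK+ libraries only AGS was at 0.225 (adjusted p = 0.0461), and with WT only at -0.088. Across leave-outs it ran from -0.054 to 0.225 in AGS, -0.012 to 0.079 in A2058 8q-loss, -1.090 to -0.859 in HCT116, -0.121 to 0.096 for hRas and 0.022 to 0.190 for the interaction, which was past the threshold only without hRas 1q-loss clone 1 (0.151, adjusted p = 0.0119).

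For 83 results on named genes, 1376 of 1570 alternatives kept direction and call, 121 were weaker, 10 stronger, 37 moved and 26 reversed. None of the reversed values was of a gene called in that comparison. Across leave-outs HRAS in MCF10A 1q-loss ran from -0.050 to 0.016 (0.004 with TR clones only), and MDM2 from -0.028 to 0.256 in MCF10A 1q-loss, from -0.203 to 0.082 for hRas and from -0.120 to 0.163 for the interaction. CDKN1A ran from -0.072 to 0.258 for hRas, HMGN5 from -0.641 to 0.158 in AGS, and BMF from -0.289 to 0.670 in MCF10A hRas 1q-loss.

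The replicate numbers were used as a replicate block in 1 alternative. Outside MCF10A 1q-loss, pairing was not shown, with correlations across genes of 0.202 and 0.296 in A2058 1q-loss, -0.126 to -0.043 in 7p-loss, -0.067 to 0.023 in 8q-loss, -0.355 and 0.615 in HCT116, -0.224 to 0.633 in A2780 (4 of 6 over 0.1), -0.159 to 0.014 in MCF10A hRas 1q-loss, 0.073 for hRas and 0.192 for TK+. The difference between A2058 WT replicates 3 and 4, which have no partner by number, correlated at 0.435 to 0.789 with that between replicates 1 and 2 of the 7p-loss and 8q-loss clones, so the numbers may block WT libraries with the wrong ones there. In A2780 the mitochondrial share was higher in replicate 1 of each of the 5 numbered pairs (9.14% to 10.7%, against 6.9% to 8.04%), so a difference shared by number stays open there, and with the block 1550 genes were called (1780 without). Elsewhere with the block the counts were 6315 for A2058 1q-loss, 1 for A2058 7p-loss, 39 for A2058 8q-loss, 8 for HCT116, 2 for MCF10A hRas 1q-loss and 711 for hRas. Not called with it were MAGEA10 (adjusted p = 0.179), SLC38A1 (0.0718), KCNE1B (0.0581), MLPH (0.0558), FUT9 (0.0745), PRSS3 (0.0797), BMF in A2058 (0.0693) and HMGN5 in A2058 (0.0523) and MCF10A hRas (0.1). In MCF10A 1q-loss it changed no call of a named gene beside that of COL5A3, and in no comparison where it was run a call of the p53 list. Arm shifts with the block were not tested. They were -0.5035 (-0.5066 without) in A2058 7p-loss, -0.5593 (-0.5389) in 8q-loss and -0.4721 (-0.4722) in 1q-loss, while in the other lines each number has as many libraries in each clone and control group, so the block cannot move them.

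Not run were log2 TPM values, since the tables hold counts, the block in AGS, whose labels give no numbers, summed clones in AGS, A2780 TK+ and hRas, with 1 library per clone or none named, and the p53 list with DESeq2, no filter and TMM outside the arm. Settings that left 1 library on a side gave no count.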

Other observations

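The tests of this part chosen only after the result was seen are those on Y-linked genes, melanocyte genes, another cell line, HCT116, clones of 1 number, clone 3, the WT libraries, including that over all WT and loss libraries, and the splits for counts of genes; those on the splits for the p53 list, the WT batch, a shared response and 1 altered cell were chosen before.

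Other splits of the libraries into groups of the same sizes were counted for each comparison with at least 3 libraries a side, the real split included. Of the 210 splits each for A2780 and A2058 7p-loss, 100 were used, the real one and others drawn at random. As many genes were called in 1 of 35 splits for A2058 1q-loss, 1 of 35 for A2058 8q-loss, 1 of 56 for AGS, 1 of 100 for A2780 and 2 of 100 for A2058 7p-loss. The second 7p split, with 375 genes, put clone 1 with WT against clones 2 and 3. A median of the p53 list as far from 0 was given by 2 of 35 splits for A2058 1q-loss, 15 of 100 for A2058 7p-loss, 26 of 35 for A2058 8q-loss, 21 of 56 for AGS and 1 of 100 for A2780. Splits treat libraries of a clone as exchangeable, which they are not. Every other split also puts loss and control libraries on 1 side, which raises the spread within it. Few calls in the other splits were therefore likely beforehand.

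In A2058 1q-loss 49.6% of the tested genes were called. Between WT replicates 3 and 4 and WT replicates 1 and 2, 6 of 15295 genes were called (1367 at an unadjusted p under 0.05). In 7309 of the 15387 tested genes each WT library lay on 1 side of each loss library (47.5%, against 2.86% by chance), and 6507 genes were called against WT replicates 1 and 2 only and 6451 against WT replicates 3 and 4 only. These values argue against a batch among the WT libraries, however it divides them, as what lies behind the count. Outside 1q, 0 of 40 arms were past 0.2 in the mean of the 1q-loss libraries (13q was in clone 2 alone, at -0.37), against 12 to 28 arms between A2058 and the other lines, which argues against libraries of another cell line. Across genes, changes in A2058 correlated with those of the other lines losing 1q at -0.063 to 0.216 at most, while genes are not independent replicates. This argues against a response shared by the lines as what lies behind most of the A2058 count. A smaller shared part is not excluded. Without A2058, A2780 correlated with MCF10A at 0.308 and with MCF10A hRas at 0.284, while AGS correlated with these 3 comparisons at -0.022 to 0.037. Changes of the 2 clones, each against separate WT libraries, correlated at no less than 0.925, against -0.096 to 0.521 for 7p-loss and 0.026 to 0.21 for 8q-loss clones. Both clones may therefore descend from 1 altered cell, and a response to 1q loss specific to A2058 stays open beside it. The effect of 1q loss on this line is thus not separated from that of the history of its clones.

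All 9 Y-linked genes expressed in A2058 WT were at no more than 2.37% of WT in both 1q-loss clones, which is consistent with loss of chromosome Y. In 7p-loss clone 3, 3 Y-linked genes (KDM5D, EIF1AY and DAZ3) had 0 counts and lie beyond the 6 that stayed, which is consistent with loss of the distal part of Yq. The 10 genes of the melanocyte list were all below 50% of WT in both 1q-loss clones, at 0.35% to 36.62% in clone 1 and 0% to 26.01% in clone 2. Shares that differ so widely within a clone, up to 36.62% of WT, argue against admixture of cells without these genes. In the 5 7p-loss and 8q-loss clones MLANA was at 8.42% to 19.22%. The means of DCT at 32.11% to 69.03%, TRPM1 at 0.66% to 91.92% and MITF at 63.54% to 99.68% were also below WT in all 5, but not beyond the spread in each clone. MITF was at 171.53 ± 35.19 CPM in 8q-loss clone 1, against 172.09 ± 31.01 in WT (SD, n = 2 and 4). In 7p-loss clone 1, DCT was at 1006.88 ± 1038.73 CPM, against 1458.6 ± 418.71 in WT, and TRPM1 at 6.22 ± 4.4, against 6.76 ± 2.09. The remaining genes of the list went both ways. TYR was at 649.1% and TYRP1 at 1429.84% in 7p-loss clone 1, against 0.48% to 3.71% and 5.59% to 39.44% in the other 4 clones, and SLC45A2 was at 136.12% in 8q-loss clone 1, against 5.53% to 34.49% in the others. Of the genes off in WT, 25 were on in both 1q-loss clones, and 0 in every 7p-loss or 8q-loss clone. In these data a change of cell state that came with the altered cell, or with 1q loss, stays open.

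The p53 list was lower in HCT116 8q-loss, at -1.010 to -0.904 in the loss libraries. The 2 WT libraries lay at 0.025 and -0.025, 2 values around their own mean, which cannot tell how far WT libraries spread on this list. A change in p53 activity by 8q loss or by the isolation of clones may be behind it, which 2 clones and 2 WT libraries cannot separate.

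Clones of 1 number with and without hRas resembled each other in MCF10A. Of the 24 ways of matching the clones, 1 (the match by number) had a mean correlation across genes as high as 0.552 (exact p = 0.0417, the smallest possible, next highest 0.354). Clone 4 carried a 19q shift in both, the smaller 0.4517, which processing by clone number would not give. The hRas clones may thus come from the same parental clones, so the MCF10A comparisons with and without hRas are not independent. Clone 4 is also the only CO clone in both.

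The weak 1q shift of MCF10A hRas clone 3 was seen in each of 10 windows from 150 Mb on, with 0 windows above -0.1, which argues against part of 1q retained. Its windows were at a median of 62.9% (50.2% to 91.0%) of the shift of the other clones. A mixture of cells with and without the loss and another cause cannot be told apart, since the spread that 1 share would give was not measured.

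The difference between A2058 WT replicates 3 and 4 correlated across genes with that between replicates 1 and 2 of every 7p-loss and 8q-loss clone, at 0.435 or more. A processing difference shared by these libraries is a candidate explanation. The numbers of the WT libraries do not match those of the clones in it, and a re-pairing was not made, since it would rest on the data. The 139 and 308 genes called for 7p-loss and 8q-loss thus come from fits without this difference as a term.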
